A study of Mus musculus with 59 samples. Its data were reported in "Aberrant chromatin landscape following loss of the H3.3 chaperone Daxx in haematopoietic precursors leads to Pu.1-mediated neutrophilia and inflammation" (2021).

How the data were processed

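RNA-seq libraries were made by the authors from haematopoietic stem and progenitor cells sorted from mouse bone marrow. KLS cells (c-Kit-positive, lineage-negative and Sca-1-positive) are a mixed population that contains the stem cells, and granulocyte–monocyte progenitors (GMPs) are a committed myeloid population downstream of them. Daxx, a chaperone of histone H3.3, or Pu.1, a transcription factor encoded by Spi1, had been deleted with an inducible Cre. Weeks post induction (w.p.i.) count from that induction. Per the labels, RNA was extracted with Trizol and libraries were prepared with the NuGEN Ovation SoLo kit. The methods of the study give that kit for cells of transplanted mice and another kit for cells at steady state, so the kit behind each library here is not settled.

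The labels describe 59 samples, and 32 of them had a gene-level column that could be matched by name to a group. These were KLS cells and GMPs with no time point on the label (called untimed here), KLS cells and GMPs at 3 w.p.i., and KLS cells and GMPs of a separate Pu.1 line at 3 w.p.i. The other 27 samples (KLS cells and GMPs at 24 w.p.i., long-term stem cells 3 days after induction, and the multipotent progenitors MPP3 and MPP4) were not analysed here, because the names of their columns carry no sample or genotype that the labels give. Of 111 columns of values per sample in the deposited tables, 46 were not used in any step. Groups were taken only from the labels. The untimed cells may be those that the paper describes from transplanted mice, which no label states. The GMP columns at 3 w.p.i. carry animal numbers that the labels give for KLS samples of known genotype, and the columns of the Pu.1 line carry a treatment or control ending, so for these only the group and no replicate number is known. They are called a, b and c here, and the letters of the gene table and of the repeat table of GMPs at 3 w.p.i. do not name the same animals. The table of KLS cells at 3 w.p.i. holds 1 wild-type (WT) column with a number that no label gives. It was assigned to WT from the control ending of its repeat column and is called the unnumbered library. The same number heads 1 of the GMP columns, which was assigned in the same way.

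The signal values of the 6 gene tables are what the authors deposited as normalized counts, gene-level read counts divided by 1 size factor per library, on mm10 with GENCODE release M14. The aligner, the counter and the use of strand are not stated in the body of the paper, so overlapping genes and gene families are treated as uncertain. The repeat tables of untimed cells, deposited by the authors, hold normalized signal of the same kind per repeat subfamily. The other 4 repeat tables hold raw counts per subfamily as the authors counted them, in tables named for TEtranscripts, a counter that shares reads among repeat copies. Tables were normalized separately by the authors, so each test was made within a table and levels from different tables were not tested against each other. In every used column of the gene tables, 100% of values above 0 came out as whole reads within 0.01 when divided by the step of that column, and these recovered reads gave the depth of each library.

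The design had allowed for counts or normalized values in each repeat table. The gene tables and the untimed repeat tables turned out normalized, and the others raw, so the tests followed the unit. Gene tables were tested with limma (version 3.58.1, R 4.3.3) with a mean-variance trend on log2(value + 1), over genes with a mean value of 10 or more across the libraries of the table. All libraries of a table entered 1 fit and shared its spread. A fold change on this scale understates the change of low genes. The untimed repeat tables were tested in the same way. Raw repeat counts were tested with the quasi-likelihood test of edgeR (version 4.0.16) after TMM scaling and filterByExpr, with the library size taken from the repeat table. The standard error given for an edgeR fold change is its size divided by the square root of the F statistic. P values were adjusted by the Benjamini-Hochberg method over the features tested in a comparison, and a feature was called at an adjusted p under 0.05. There were 10 gene comparisons and 8 repeat comparisons. Family sums add all subfamilies of a family per library, with intracisternal A particles (IAP) set apart from other ERVK, and were adjusted over the families.

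A list of 27 genes discussed in the study was fixed before the data were examined, as were the groups, the tests, the first set of alternatives and the lists of 50 interferon-response, 39 myeloid and 36 lymphoid genes. The gene list comes from genes that the study named on these samples, so a result adjusted over the list alone is not independent evidence. Besides this list, the text names per comparison the 2 genes with the largest rise and the 2 with the largest fall among called genes whose libraries did not overlap between groups and whose mean value was 50 or more. The same rule without the minimum was used for repeat subfamilies, and any other gene named was chosen after its values were seen. Gene lists were tested with camera at a correlation of 0.01 in limma, adjusted over 8 list tests, with fry and with an estimated correlation beside it. The value given for a list is the median log2 fold change of its tested genes.

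The alternatives were a pseudocount of 5, no filter on low values, TMM scaling of the deposited values, a fit of only the libraries compared, edgeR and DESeq2 (version 1.42.0) on the recovered reads, the replicate number as a block, and each library left out in turn. For repeats they also included DESeq2 size factors, the DESeq2 Wald test and a library size taken from the gene table of the same libraries. A crossed pairing of the untimed GMPs, and the alternatives for the test of reversion other than a minimum change of 1 on the log2 scale, were chosen after the data were seen. The test of the difference between KLS cells and GMPs in the Pu.1-KO effect was also added then, with all its alternatives, 1 of which takes the animal number of the column names as a block. Each step was tested on simulated counts with the means and library sizes of the real libraries and 200 genes changed by 4-fold. For KLS cells at 3 w.p.i., Daxx-KO against WT, limma recovered 68.5% of the changed genes among 15200 and made 14 false calls, edgeR recovered 68% with 12, and DESeq2 recovered 81% with 49. For GMPs at 3 w.p.i., Daxx-KO against WT, limma recovered 81% among 13714 with 14 false calls. For untimed KLS cells it recovered 78% among 13508 with 9, and for untimed GMPs 85% among 12744 with 14. For KLS cells of the Pu.1 line it recovered 8.5% among 23459 with 0 false calls, and for GMPs of that line 66% among 19337 with 13. The 40 changed repeat subfamilies were recovered at 100% by edgeR for KLS cells at 3 w.p.i., Daxx-KO against WT, among 815 subfamilies. The lowest share by edgeR among the comparisons with WT was 77.5%, for GMPs at 3 w.p.i., DKO against WT, among 798.

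Gene positions are from GENCODE release M21 on GRCm38, the assembly that mm10 renames, and 23948 of the 24081 gene symbols tested (99.45%) have a name there. Ratios against groups with 0 reads are lower bounds against a floor of 3 reads per library, and ratios against 1 to 3 reads carry a 95% Poisson interval. The latter divide the pooled reads of each group by its pooled size factors, so they weigh deeper libraries more and can differ from the ratio of the means printed beside them. Such floors and intervals cover counting error only, since the libraries have no molecular identifiers that were used here. Values are means ± SD over libraries.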

Results

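Gene expression was measured by RNA-seq in KLS cells and GMPs sorted from the bone marrow of mice that had lost Daxx, Pu.1 or both. The questions behind the design were which genes and retroelements change without Daxx, and whether these changes depend on Pu.1. The untimed set held 2 Daxx-KO and 2 WT libraries of KLS cells and as many of GMPs. At 3 w.p.i. there were 3 Daxx-KO, 3 WT and 2 Daxx and Pu.1 double-KO (DKO) libraries of each cell type. The separate Pu.1 line at 3 w.p.i. held 2 Pu.1-KO and 2 WT libraries of each cell type. Repeat counts were analysed for the same libraries, except that the repeat table of GMPs at 3 w.p.i. held 2 libraries per genotype.

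Depth was uneven in the untimed set. The untimed KLS libraries held 6343790 and 22647397 gene reads in Daxx-KO and 3857858 and 3942149 in WT. The untimed GMP libraries held 3388906 and 17307510 in Daxx-KO and 4938629 and 7067939 in WT. At 3 w.p.i. the KLS libraries held 11384751, 15336885 and 12207621 gene reads in Daxx-KO, 12265167, 14920351 and 13273879 (the unnumbered library) in WT, and 15812520 and 14157035 in DKO. The GMP libraries held 12885654, 13548828 and 11795984 in Daxx-KO, 12768910, 13670666 and 12185006 in WT, and 12386893 and 12975706 in DKO. The KLS libraries of the Pu.1 line held 13041698 and 17276762 gene reads in Pu.1-KO and 14811021 and 19105576 in WT, and its GMP libraries 13484912 and 15035072 in Pu.1-KO and 12577476 and 10699070 in WT.

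The deleted genes were examined first. Daxx (chromosome 17, 33909414–33915590, plus strand, GRCm38) was lower in every Daxx-KO and DKO library than in every WT library of its table. In untimed KLS cells the normalized count was 31.8 ± 2.98 (SD, n = 2) against 128 ± 13.5 in WT (n = 2), and in untimed GMPs 33.7 ± 15.4 against 179 ± 50.8. At 3 w.p.i. KLS cells had 85.7 ± 15.3 in Daxx-KO (n = 3), 86.0 ± 11.2 in DKO (n = 2) and 465 ± 41.4 in WT (n = 3). GMPs had 72.1 ± 14.9, 70.9 ± 11.3 and 651 ± 33.6. The lowest WT library exceeded the highest library lacking Daxx by 3.50-fold in untimed KLS cells, 3.20-fold in untimed GMPs and, at 3 w.p.i., 4.13-fold in KLS cells and 7.50-fold in GMPs. In the Pu.1 line, where Daxx was intact, Daxx was 387 ± 130 in Pu.1-KO KLS cells against 773 ± 209 in WT, and 630 ± 101 against 788 ± 0.686 in GMPs.

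Spi1 (chromosome 2, 91082390–91115756, plus strand), which encodes Pu.1, did not fall in the same way. At 3 w.p.i. the KLS libraries labelled DKO held 3162 ± 238 (n = 2) against 1549 ± 113 in Daxx-KO and 1888 ± 374 in WT (n = 3 each), and were higher than both (limma, log2 fold change 0.76, SE 0.17, adjusted p 0.016 against WT). Against WT it was not called without DKO library 1 (0.68, adjusted p 0.14), WT library 1 (0.68, adjusted p 0.061) or WT library 2 (0.68, adjusted p 0.060), and against Daxx-KO not without DKO library 1 (0.95, adjusted p 0.051). The GMP libraries labelled DKO held 3417 ± 606, Daxx-KO 3694 ± 231 and WT 4112 ± 671. In the Pu.1 line, KLS libraries labelled Pu.1-KO held 2114 ± 1141 against 2422 ± 483 in WT (−0.30, SE 0.64, adjusted p 0.75), and GMP libraries 2648 ± 83.8 against 3664 ± 382 (−0.46, SE 0.24, adjusted p 0.15). The KLS libraries labelled DKO lay above every other library of their table and the GMP libraries labelled Pu.1-KO below both of WT, while in GMPs at 3 w.p.i. and in KLS cells of the Pu.1 line the groups overlapped. Spi1 was thus not lost in a uniform way, and directions drawn from these libraries rest on their labels. In untimed cells Spi1 was higher in Daxx-KO, at 1124 ± 43.7 against 419 ± 27.6 in KLS cells and 2022 ± 130 against 1115 ± 3.63 in GMPs. In KLS cells this was not called without Daxx-KO library 2 (1.38, adjusted p 0.0502).

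**Figure D1:**
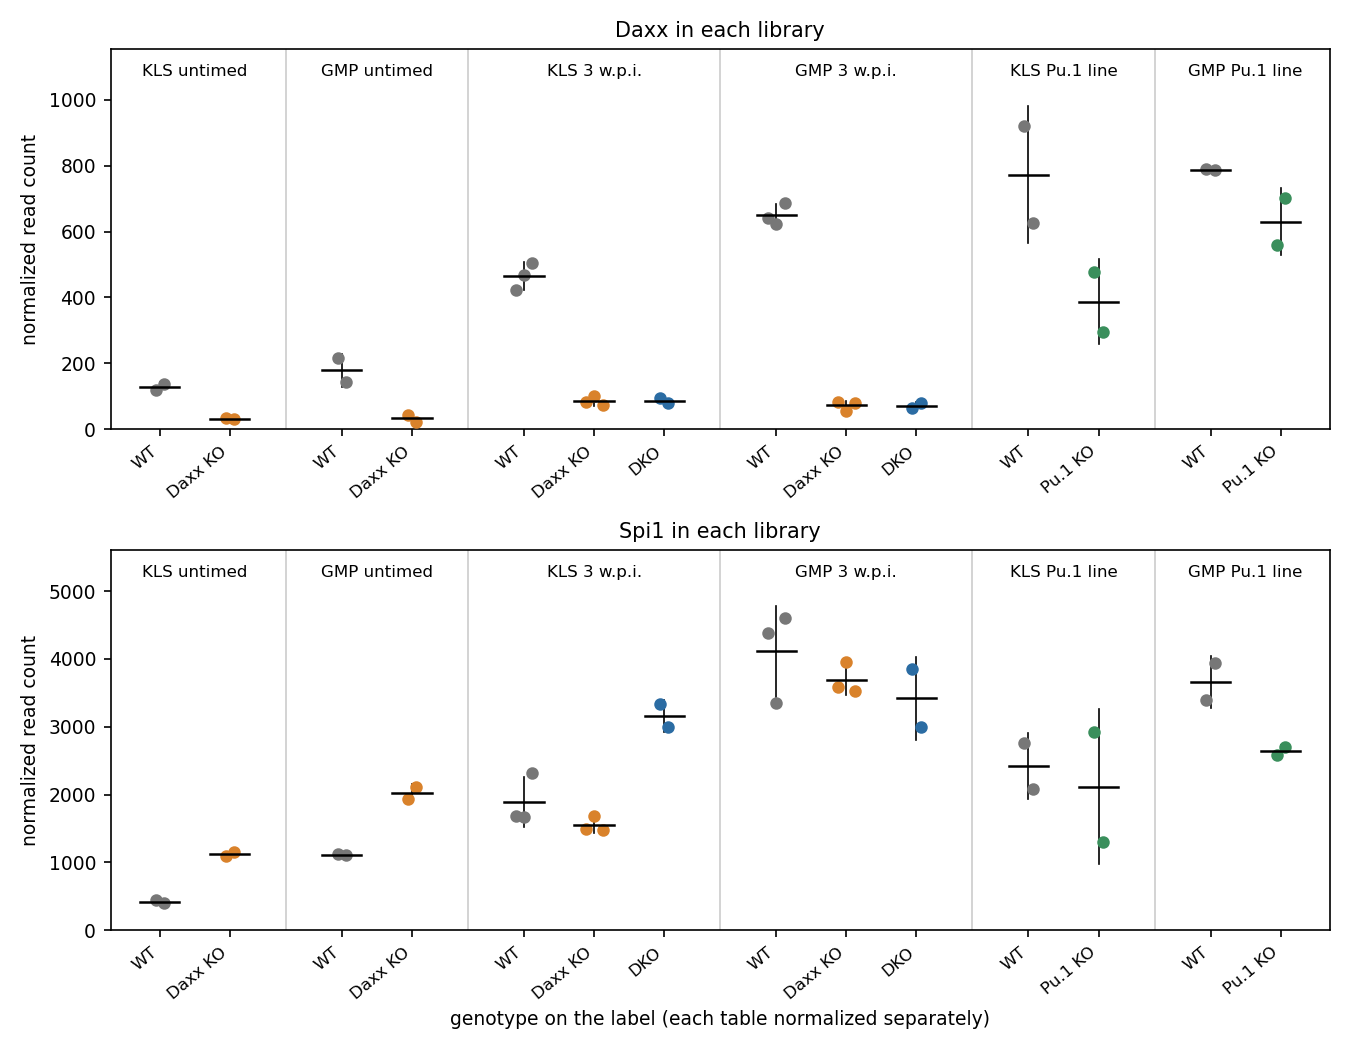
Normalized read counts of Daxx (top) and Spi1 (bottom) in each library, by gene table and by the genotype on the label; points are libraries, horizontal lines are means and vertical lines ± 1 SD, and each table was normalized separately. Daxx is low in every library labelled Daxx KO or DKO, whereas Spi1 in KLS cells at 3 w.p.i. is highest in those labelled DKO.

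The number of genes called differed widely between comparisons. In untimed KLS cells 3118 of 13508 genes were called between Daxx-KO and WT by limma (1427 higher and 1691 lower), and in untimed GMPs 4209 of 12744 (2110 higher and 2099 lower). The alternative that moved the first count most was leaving out Daxx-KO library 2, which gave 346, and testing genes with no filter gave 1751. On the recovered reads, 100% of which were whole, edgeR called 3241 genes and kept 3055 of the 3118, and DESeq2 called 2969 and kept 2786. In untimed GMPs edgeR called 4347 and kept 4154 of the 4209, DESeq2 called 3394 and kept 3373, and leaving out WT library 2 gave 2044. Each untimed comparison rested on 2 libraries per genotype.

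At 3 w.p.i. the same contrast gave fewer calls. In KLS cells 39 of 15200 genes were called between Daxx-KO and WT (28 higher and 11 lower), with 1777 at an unadjusted p under 0.05. Here edgeR called 30, all among the 39, and DESeq2 called 342 (201 higher and 141 lower) and kept all 39, so that the share of higher calls went from 71.8% to 58.8%. Leaving out Daxx-KO library 1 gave 4 calls, and leaving out the unnumbered WT library gave 134. In GMPs 13 of 13714 genes were called (9 higher and 4 lower), with 433 at an unadjusted p under 0.05, 11 by edgeR and 80 by DESeq2, and leaving out WT library c gave 4. The difference between the counts of the untimed and 3 w.p.i. sets was not tested.

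The libraries labelled DKO differed from WT in 2681 of 15200 genes in KLS cells (1404 higher and 1277 lower), and from Daxx-KO in 2340 (1242 higher and 1098 lower). For these, edgeR called 2358 and 2126, and DESeq2 3400 and 2963. Without DKO library 1 the counts were 568 and 667. In GMPs 40 of 13714 genes were called against WT (29 higher and 11 lower), with 961 at an unadjusted p under 0.05, 41 by edgeR and 263 by DESeq2, and 0 without DKO library a. Against Daxx-KO 8 were called, all higher, and 0 lower by limma, with 1104 at an unadjusted p under 0.05. Rescaling by TMM gave 14 higher and 4 lower (77.8% higher), edgeR called 20 in all, DESeq2 called 216 higher and 64 lower (77.1% higher), and leaving out Daxx-KO library c gave 0.

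In the Pu.1 line 190 of 23459 genes were called in KLS cells (110 higher and 80 lower, 57.9% higher) and 3412 of 19337 in GMPs (1770 higher and 1642 lower). The count in KLS cells depended on the scaling. TMM gave 1272 higher and 327 lower (79.5% higher), edgeR 1677 higher and 243 lower (87.3%), and DESeq2 954 higher and 403 lower (70.3%). The median log2 fold change of all tested genes was 0.12 with the deposited values, 0.26 under TMM, 0.26 under edgeR and 0.15 under DESeq2, so part of the excess of higher calls is a shift of all genes. Leaving out Pu.1-KO library a gave 7962 calls, and leaving out WT library a gave 14. In GMPs edgeR called 3034 and DESeq2 3250, and leaving out WT library b gave 151. A fit without 1 library leaves a group with 1 library, whose spread is assumed to equal that of the other group.

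**Figure D2:**
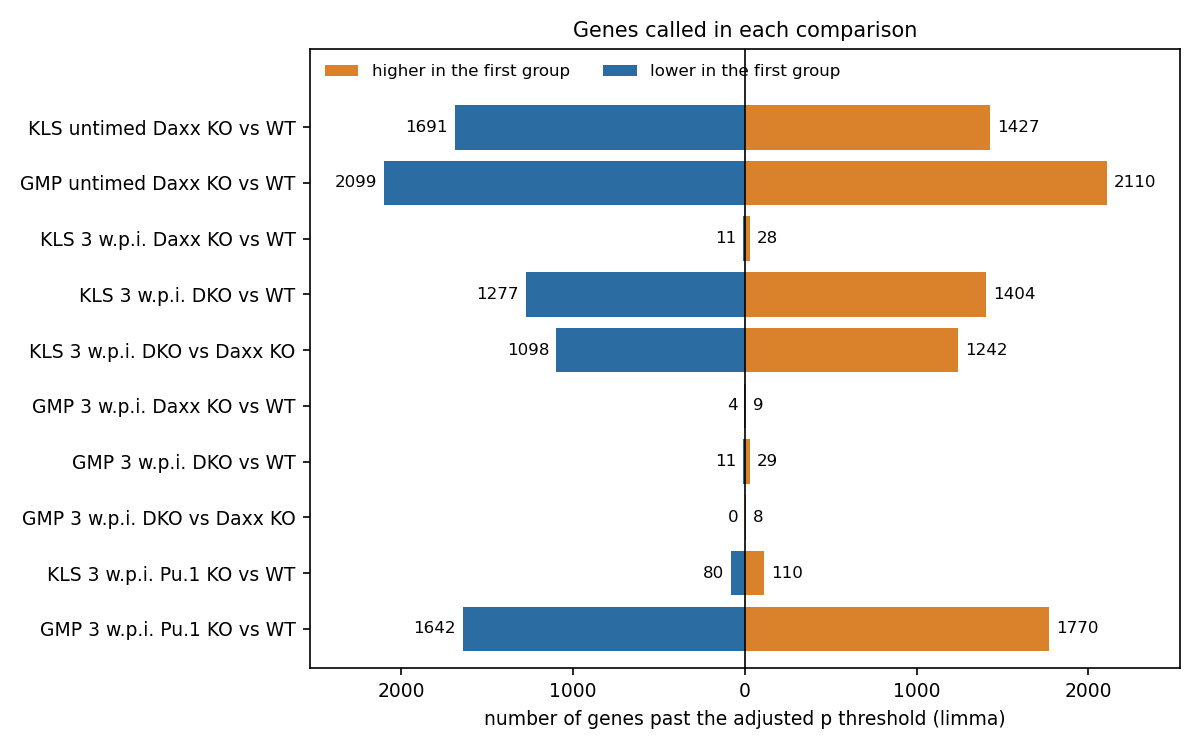
Number of genes past the adjusted p threshold in each of the 10 comparisons (limma on log2 normalized counts), with genes higher in the first-named group to the right and lower ones to the left. The untimed comparisons (3118 and 4209 genes) stand apart from those of Daxx-KO against WT at 3 w.p.i. (39 and 13), and the left to right balance for KLS cells of the Pu.1 line changes with the scaling.

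Untimed Daxx-KO KLS cells had higher myeloid and lower lymphoid transcripts than WT. Of 25 genes of the fixed list that were tested, 16 were called over all genes and 19 when adjusted over the list alone. Mpo (chromosome 11, 87793581–87804413, overlapping Gm11505) was 7490 ± 1213 against 432 ± 146 in WT (log2 fold change 4.15, SE 0.21, adjusted p 7.0e-06, n = 2 each), and Elane was 1126 against 64.5 (4.84, SE 0.89, adjusted p 0.0051). Cebpa rose by 2.54 (SE 0.21, adjusted p 6.7e-05) and Gfi1 by 1.36 (SE 0.18, adjusted p 0.0011). Ebf1 (chromosome 11, 44617317–45008091, overlapping Gm12158) was 14.7 against 1015 (−5.92, SE 0.47, adjusted p 6.1e-05), Pax5 3.37 against 160 (−5.26, SE 0.49, adjusted p 1.3e-04) and Irf4 1.06 against 187 (−6.70, SE 0.68, adjusted p 2.2e-04). Flt3 (chromosome 5, 147330741–147400489, overlapping Gm26597) fell from 2886 to 869 (−1.69, SE 0.20, adjusted p 6.0e-04) and Gfi1b from 170 to 24.4 (−2.79, SE 0.41, adjusted p 0.0017). When either Daxx-KO library was left out, several of these calls were lost while the directions stayed. Without Daxx-KO library 2 the values were −1.60 for Flt3 (adjusted p 0.14), −5.44 for Ebf1 (adjusted p 0.066), 4.31 for Elane (adjusted p 0.29), 2.41 for Cebpa (adjusted p 0.063), 1.35 for Gfi1 (adjusted p 0.11) and −2.29 for Gfi1b (adjusted p 0.11).

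The gluconeogenic genes Fbp1 and Fbp2, which are neighbours on chromosome 13 (62864753–62888282 and 62836877–62858422, minus strand), were higher in untimed Daxx-KO cells. In KLS cells Fbp1 was 2860 ± 335 against 58.5 ± 21.9 (5.63, SE 0.23, adjusted p 5.0e-06, n = 2 each). Fbp2 was 681 against 0.860, where WT held 1 read in all, a ratio of 792 (95% Poisson interval 142–31276). In GMPs Fbp1 was 1303 against 71.7 (4.16, SE 0.14, adjusted p 5.4e-07), and Fbp2 was 434 against 1.55, 3 reads in WT, a ratio of 252 (86.0–1224). The other gene with the largest rise in untimed KLS cells was Gm35572, a long non-coding RNA on chromosome 8 (71752026–71781322) that overlaps Gm29705, at 738 against 0.860, a ratio of 776 (139–30655) over 1 read. The largest falls were in immunoglobulin genes, whose segments are similar enough for reads to be shared. Igkv5-39 (chromosome 6, 69900424–69900977) was at 0 in both Daxx-KO libraries and 972 in WT, at least 464-fold lower. Igha (chromosome 12, 113254830–113260236) was 1.09 against 1647, with 2 reads in Daxx-KO, and WT exceeded it by 3473-fold (960.1–28697) in pooled reads over pooled size factors, as all ratios over few reads are given here. The calls of Fbp2, Gm35572 and Igha in KLS cells were lost when Daxx-KO library 1 or 2 was left out (for Igha, adjusted p 0.066 and 0.10).

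In untimed GMPs 22 genes of the fixed list were tested, and 17 were called both over all genes and when adjusted over the list alone. Egr1 was 1380 against 134 (3.29, SE 0.25, adjusted p 3.3e-05), and the RNA sensors Ddx58 and Ifih1 rose by 1.68 (adjusted p 1.1e-04) and 0.91 (adjusted p 0.0051), the latter not called without WT library 2 (0.76, adjusted p 0.073). Mx1 (−2.23, adjusted p 0.027) and Ifit2 (−0.53, adjusted p 0.034) were lower, and neither was called without WT library 2 (adjusted p 0.21 and 0.15). Mpo was 27548 against 35432 (−0.36, SE 0.09, adjusted p 0.011), and lost its call without WT library 2 (−0.34, adjusted p 0.11). Flt3 was lower (−2.74, SE 0.73, adjusted p 0.019), which was not called by DESeq2 (−2.20, adjusted p 0.21) nor without WT library 2 (−2.64, adjusted p 0.15). The largest rise was in Pcdh11x (chromosome X, 120290259–120910619, overlapping Gm14927, Gm14930, Gm14931 and H2afb3), at 36401 ± 6204 against 27.5 ± 5.81 (10.32, SE 0.16, adjusted p 2.8e-09, n = 2 each). Strc (chromosome 2, 121363728–121387168, overlapping Ckmt1) was 789 against 0.452, a ratio of 1442 (259–56975) over 1 read. The largest falls were Gm21887 (chromosome X, 170009659–170019281), at 0 in both Daxx-KO libraries against 163, at least 44.7-fold lower, and Zfp951 (chromosome 5, 104813169–104860070), at 1.83 against 248 (−6.42, SE 0.45, adjusted p 2.2e-05).

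Few genes of the fixed list were called for KLS cells at 3 w.p.i. Over all genes these were Daxx (−2.44, SE 0.23, adjusted p 0.0037) and Fbp1, at 353 ± 51.8 against 111 ± 25.1 (1.67, SE 0.24, adjusted p 0.025, n = 3 each). Adjusted over the list alone, 8 of 25 were called, and Pax5, Irf4, Wls, Mid1, Flt3 and Ebf1 were added. The call of Fbp1 was lost when any 1 of 5 of the libraries compared was left out, for example at 1.66 (adjusted p 0.095) without Daxx-KO library 2. The B-lineage genes were higher on average but varied within the group. Ebf1 was 9490 against 319 (3.93, SE 0.96, adjusted p 0.18), Pax5 1821 ± 2756 against 43.9 ± 24.7 (3.72, SE 1.28, adjusted p 0.34) and Irf4 856 against 284 (2.85, SE 0.95, adjusted p 0.33). Flt3 was 6535 against 3225 (1.02, SE 0.22, adjusted p 0.14). Mpo (−1.17, adjusted p 0.56) and Elane (−1.46, adjusted p 0.52) did not differ beyond the spread between replicates.

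Among the other genes called in that comparison, the largest changes were in Igkv1-110 (chromosome 6, 68270485–68271267), at 301 against 0.333, a ratio of 957 (171–37856) over 1 read, and Gm35572, at 263 against 6.71 (5.60, SE 0.72, adjusted p 0.018). Igkv1-110 is an immunoglobulin segment, and RNA of antibody-secreting cells in these libraries was not excluded. The plasma-cell gene Jchain was 1884, 12513 and 5481 in Daxx-KO, and 452, 109 and, in the unnumbered library, 7513 in WT. Zfp951 fell from 825 to 24.5 (−5.02, SE 0.47, adjusted p 0.0037), and Gm21989 (chromosome 12, 20990538–21013056, overlapping Asap2 and Gm30124) from 219 to 11.4 (−4.33, SE 0.64, adjusted p 0.028). Gm35572 was no longer called without Daxx-KO library 1 (5.36, adjusted p 0.15), nor Gm21989 without WT library 2 (−4.22, adjusted p 0.15), and both lost their calls in other left-out fits too. In GMPs at 3 w.p.i. Daxx (−3.18, SE 0.24, adjusted p 7.6e-04) was the gene of the fixed list called over all 13714 genes, and Fbp1, at 563 against 150 (1.92, SE 0.30, adjusted p 0.073), was added when adjusted over the list alone. The largest changes were in Dntt (chromosome 19, 41029275–41059525), 1400 against 21.6 (6.17, SE 0.80, adjusted p 0.023), and Strc, 121 against 0.951, a ratio of 123 (41.8–599) over 3 reads. Zfp951 fell from 280.0 to 4.59 (−5.96, SE 0.75, adjusted p 0.019) and 1700030N03Rik, a long non-coding RNA on chromosome 19 (3053071–3197732) that overlaps 5 genes, from 426 to 46.1 (−3.24, SE 0.34, adjusted p 0.0074). The call of Dntt was lost under edgeR (5.98, adjusted p 0.069), and each of these 4 lost its call without WT library c (adjusted p 0.13 for Dntt, 0.056 for Strc, 0.13 for Zfp951 and 0.059 for 1700030N03Rik).

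**Figure D3:**
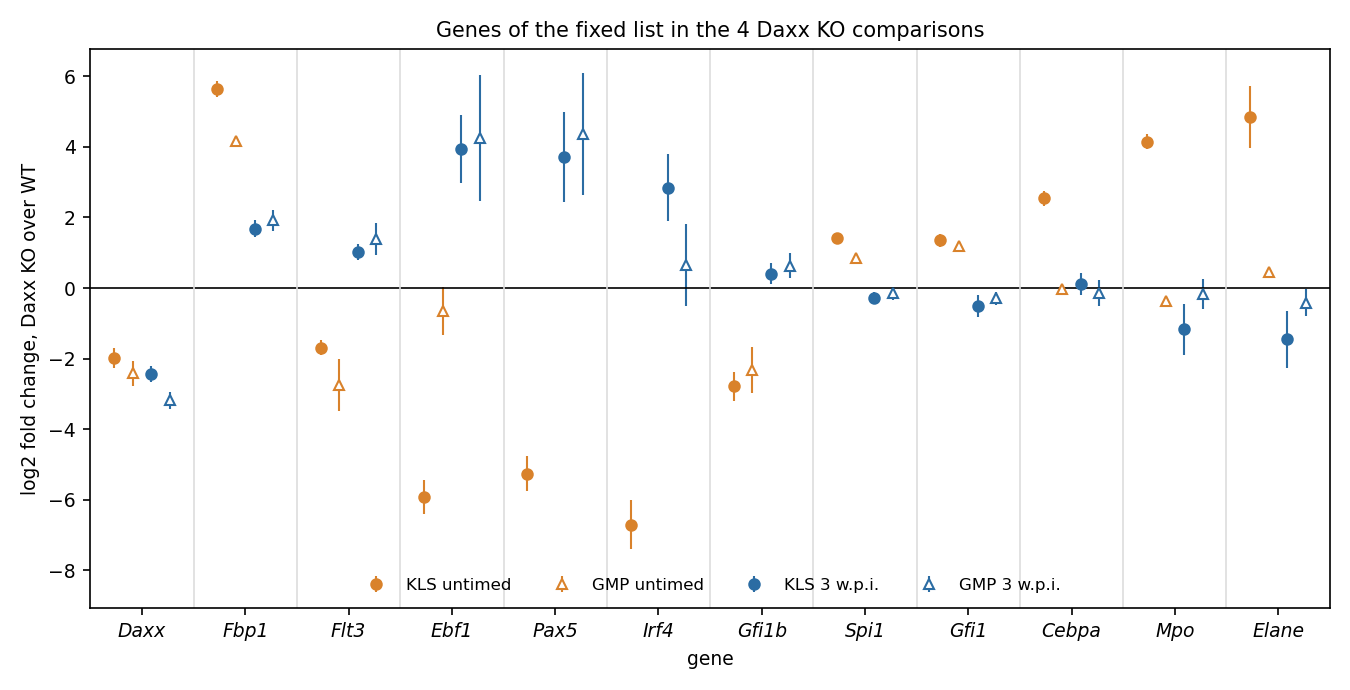
Log2 fold changes of Daxx-KO over WT (points) with their SE (bars) for 12 genes of the fixed list in untimed (orange) and 3 w.p.i. (blue) KLS cells (circles) and GMPs (triangles), on the log2(value + 1) scale and within separately normalized tables. Pax5 and Irf4 were under the filter in untimed GMPs; Ebf1 is at −5.92 in untimed KLS cells and 3.93 at 3 w.p.i.

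KLS libraries labelled DKO had higher myeloid transcripts than both other genotypes. Against WT, Elane was 46758 against 5148 (4.13, adjusted p 0.015), Gfi1 rose by 2.83 (adjusted p 9.4e-04) and Cebpa by 2.48 (adjusted p 0.0020), while Mpo was not called (2.44, SE 0.82, adjusted p 0.067). Elane was not called by edgeR (3.18, adjusted p 0.056) or without DKO library 1 (4.05, adjusted p 0.12). Flt3 was 526 against 3225 (−2.66, SE 0.25, adjusted p 3.1e-04), and was lower than in Daxx-KO as well (−3.68, SE 0.25, adjusted p 8.9e-05). Fbp1 was 425 against 111 in WT (1.93, SE 0.27, adjusted p 0.0018) and did not differ from Daxx-KO beyond the spread (0.25, SE 0.27, adjusted p 0.59). Of the fixed list 7 of 25 genes were called against WT and 8 against Daxx-KO, and 11 and 10 when adjusted over the list alone. The largest rises against WT were in Thbs4 (chromosome 13, 92751590–92794818), 4483 against 1.36 (11.03, SE 0.90, adjusted p 1.8e-04), and Igkv1-117 (chromosome 6, 68121046–68121827), 2911 against 0.294, a ratio of 8877 (1593–350663) over 1 read. The largest falls were in Kcnk12 (chromosome 17, 87745801–87797994), 12.0 against 1884 (−7.35, SE 0.39, adjusted p 2.4e-05), and Gm48693 (chromosome 12, 20615014–20664803, overlapping 3 genes), 1.45 against 151, where WT exceeded DKO by 105-fold (35.8–512) over 3 reads. Against Daxx-KO, Thbs4 (9.99, SE 0.90) and Lrg1 (8.11, SE 1.42, adjusted p 0.0047) rose most, and Kcnk12 (−6.95, SE 0.39) and Kcng1 (−5.76, SE 0.41, adjusted p 8.9e-05) fell most. Without DKO library 1, Lrg1 (7.93, adjusted p 0.063) and Gm48693 (−5.18, adjusted p 0.083) were not called.

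In GMPs labelled DKO, Daxx was the gene of the fixed list called against WT (−3.19, adjusted p 0.0056), with Fbp1 between the other genotypes (0.84 against WT, adjusted p 0.60, and −1.08 against Daxx-KO, adjusted p 0.34). None of the 25 was called against Daxx-KO over all genes, and Flt3 was when adjusted over the list alone (146 against 925, −2.69, SE 0.50, adjusted p 0.10 over all genes). Thbs4 was 1279 against 3.82 in WT (7.80, SE 0.71, adjusted p 0.0056). Mybpc3 (chromosome 2, 91118144–91136516), which starts 2387 bp after the end of Spi1, was 2787 ± 2533 against 24.5 in WT and 33.1 in Daxx-KO (6.40, SE 0.65, adjusted p 0.010 against WT). The largest falls against WT were Zfp951 (−6.08, SE 0.83, adjusted p 0.027) and Clec4b2 (−3.26, SE 0.46, adjusted p 0.027). Without DKO library a, Thbs4 (6.78), Mybpc3 (5.30) and Daxx (−3.03) lost their calls, at adjusted p 0.063, 0.063 and 0.055, and so did Zfp951 (−7.09, adjusted p 0.071) and Clec4b2 (−3.91, adjusted p 0.063), which were also not called without most other single libraries.

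The dependence of the Daxx-KO changes on Pu.1 was examined through the genes called between Daxx-KO and WT at 3 w.p.i., Daxx itself excluded. In KLS cells 29 of 38 genes (76.3%, 95% Wilson interval 60.8–87.0) differed from WT in the same direction in DKO as in Daxx-KO, 16 of them called and 2 others called in the opposite direction, and a median of 37.6% of the change was kept. In GMPs 12 of 12 (75.8–100) had the same direction, 6 of them called, and 57.1% of the change was kept. The intervals treat genes as independent draws, which they are not, and leave out the spread between libraries. Both comparisons share their WT libraries, so 100 simulated sets were drawn. Where DKO was simulated equal to WT, a median of 56.8% of genes had the same direction in KLS cells and 53.8% in GMPs, with 2.41% and 1.79% of the change kept. The central 95% of these shares was 37.8–68.5% in KLS cells and 30.4–78.6% in GMPs. In these simulated sets DKO had no change of its own, whereas 2681 genes were called in KLS libraries labelled DKO against WT. They are therefore a limited reference. Where DKO was simulated equal to Daxx-KO, the share was 100% in both, with 98.0% and 98.8% of the change kept. The share in KLS cells was 82.8% of 29 genes under edgeR and 66.6% of 341 under DESeq2, where 49 were called in the opposite direction. Without the unnumbered WT library it was 87.2% of 133 genes, with 98.0% of the change kept. Without Daxx-KO library 3 it was 70.8% of 24 genes, with 14.7% of the change kept. Without DKO library 1 it was 64.7%. The shares of 66.6% and 64.7% lie within the range simulated with DKO equal to WT, which was drawn for limma with all libraries.

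In KLS cells of the Pu.1 line 0 of 26 genes of the fixed list were called by limma over all genes, and 0 when adjusted over the list alone. The largest changes were in immunoglobulin segments, where reads of similar segments can be shared. Igkv12-89 was 387 against 1.27, a ratio of 237 (80.8–1152) over 3 reads. Ighv14-3 was 199 against 0, at least 60.2-fold higher, and Ighv5-9 was 0 against 184, at least 67.9-fold lower. Ighv9-3 was 5.85 against 234 (−5.42, SE 1.10, adjusted p 0.0011) and was not called without WT library a (−3.97, adjusted p 0.97) or by DESeq2 (−5.32, adjusted p 0.15). Ighv5-9 was not called without WT library a or b (adjusted p 0.12 and 0.21), nor Ighv14-3 without Pu.1-KO library a (adjusted p 0.092). In GMPs of this line 4 of 26 were called, over all genes and over the list alone. Pax5 rose by 1.81 (SE 0.26, adjusted p 1.8e-09), Ebf1 by 1.38 (SE 0.24, adjusted p 7.6e-07) and Irf4 by 1.27 (SE 0.39, adjusted p 0.012), and Gfi1b fell by 1.25 on the log2 scale (adjusted p 0.011). Without WT library b the adjusted p was 0.18 for Ebf1 and 0.46 for Irf4 and Gfi1b, and Gfi1b was not called by edgeR (−1.11, adjusted p 0.059). Thbs4 (3637 against 29.1, 6.92, SE 0.28, adjusted p 3.8e-130) and Krt83 (455 against 1.31, a ratio of 387, interval 107–3197, over 2 reads) rose most, and Mgl2 (56.5 against 518, −3.17, SE 0.33, adjusted p 1.1e-18) and Clec4b2 (37.3 against 269, −2.96, SE 0.40, adjusted p 6.6e-11) fell most.

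Lists of interferon-response, myeloid and lymphoid genes were tested in Daxx-KO against WT. The lymphoid list had a median log2 fold change of −2.78 in untimed KLS cells (21 of 29 genes lower, camera adjusted p 4.1e-08) and of 1.33 at 3 w.p.i. (32 of 33 higher, adjusted p 3.0e-20). The myeloid list had a median of 1.11 in untimed KLS cells (33 of 37 higher, adjusted p 1.2e-08) and of −0.38 at 3 w.p.i. (29 of 38 lower, adjusted p 0.041). The largest move of a median came from leaving out WT library 1 of the untimed KLS cells, which gave 2.36 for the myeloid list. Leaving out the unnumbered WT library turned the myeloid median at 3 w.p.i. to 0.29 (adjusted p 0.021), and without Daxx-KO library 1 or 3 or DKO library 1 or 2 that list was not called (adjusted p up to 0.30). The interferon list had a median of 0.61 in untimed GMPs (31 of 39 higher, adjusted p 5.0e-05) and −0.12 in GMPs at 3 w.p.i. (30 of 45 lower, adjusted p 0.0064, and −0.03 with adjusted p 0.31 without Daxx-KO library a). In KLS cells the list as a whole was not called, untimed (0.17, adjusted p 0.18) or at 3 w.p.i. (0.01, adjusted p 0.86). Single genes changed in both directions in untimed KLS cells, where 10 of 45 were called (6 higher and 4 lower), and the list was called there without Daxx-KO library 2 (0.26, adjusted p 0.046). At 3 w.p.i. it was called higher without WT library 2 (0.16, adjusted p 0.022) and lower without the unnumbered WT library (−0.25, adjusted p 0.0037). Under fry the calls of the lymphoid list in both sets (adjusted p 0.010 in untimed cells and 0.011 at 3 w.p.i.), of the myeloid list in untimed KLS cells (0.048) and of the interferon list in untimed GMPs (0.043) held, and those of the myeloid list (0.75) and the interferon list in GMPs (0.29) at 3 w.p.i. did not. With an estimated correlation none of the 8 held, the lowest adjusted p being 0.071. Single genes called over all genes, and adjusted over the list alone, numbered 22 and 23 for the lymphoid list in untimed KLS cells, 2 and 21 for it at 3 w.p.i., 24 and 26 for the myeloid list in untimed KLS cells, and 22 and 24 for the interferon list in untimed GMPs. Of these 22 genes 19 were higher and 3 lower.

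Repeat subfamilies were tested next, since the study asked whether retroelements are released when Daxx is lost. At 3 w.p.i. KLS cells had 5 of 815 subfamilies called by edgeR between Daxx-KO and WT, all higher, with 65 at an unadjusted p under 0.05 and 14 called by DESeq2. They were 3 IAP and 2 other ERVK subfamilies. The largest rises were in the mouse mammary tumour virus internal sequence MMTV-int, 3781 ± 1526 against 412 ± 126 CPM, relative to repeat reads (3.20, SE 0.32, adjusted p 0.0011, n = 3 each), and RLTR3_Mm, 823 ± 229 against 152 ± 34.4 (2.43, SE 0.23, adjusted p 9.0e-04). A replicate block, which also leaves out the unnumbered WT library, moved this count most, to 29. Summed over the family, IAP was 18661 ± 3998 against 10766 ± 575 (0.79, SE 0.16, adjusted p 0.069) and ERV1 42306 ± 26210 against 19670 ± 1445 (1.10, SE 0.42, adjusted p 0.32), and 0 of 23 families were called by edgeR. The ERV1 mean rests on Daxx-KO library 2, and without it the change was 0.47 (adjusted p 0.017). Without that library IAP changed by 0.63 (adjusted p 0.017).

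In KLS libraries labelled DKO 5 of 827 subfamilies were called against WT (4 higher and 1 lower), led by RLTR13A1 (196 against 39.7, 2.30, SE 0.30, adjusted p 0.030) and MMTV-int (1700.4 against 417, 2.03, SE 0.28, adjusted p 0.030), with RLTR13D3 lower (−0.92, SE 0.13, adjusted p 0.030). The balance depended on the library size. When it was taken from the gene table, 11 were higher and 203 lower. DESeq2 called 32, and without WT library 1 the count was 0. In GMPs at 3 w.p.i. 0 of 798 subfamilies were called by edgeR in Daxx-KO or in DKO against WT, with 30 and 26 at an unadjusted p under 0.05 and 4 and 5 called by DESeq2. The ERV1 sum in Daxx-KO GMPs was 59931 ± 1037 against 33803 ± 8703 (0.83, SE 0.32, adjusted p 0.65, n = 2 each), and the IAP sum 23169 ± 4683 against 12840 ± 1450.1 (0.85, SE 0.47, adjusted p 0.65).

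In the Pu.1 line 2 of 847 subfamilies were called in KLS cells, both lower, with 163 at an unadjusted p under 0.05. These were L1Md_T (34616 against 125134, −1.85, SE 0.29, adjusted p 0.036) and ORR1D-int (−1.13, SE 0.18, adjusted p 0.036). With the library size from the gene reads, 282 subfamilies were higher and 0 lower, ORR1D-int changed sign (0.20), and L1Md_T stayed lower without a call (−0.59, adjusted p 0.098). This setting raises repeats as a whole most in Pu.1-KO library b of the KLS cells. That library held 0.746 repeat reads per gene read, against 0.368 in Pu.1-KO library a and 0.258 and 0.329 in WT. DESeq2 called 18 higher and 31 lower, and leaving out WT library a of the KLS cells gave −1.48 for L1Md_T (adjusted p 0.51). In GMPs 0 of 847 were called by edgeR, with 80 at an unadjusted p under 0.05 and 1 called by DESeq2. When edgeR was fitted to only the libraries compared, it called 111 in GMPs (59 higher and 52 lower) and 0 in KLS cells. The difference between the 2 cell types in the Pu.1-KO effect was tested directly, and 0 of 847 subfamilies were called by edgeR, with 19 at an unadjusted p under 0.05. Both cell types came from the same animals by the column names, and with the animal as a block, a fit chosen after the data were seen, 0 were called as well, with 13 at an unadjusted p under 0.05. Without Pu.1-KO library a of the KLS cells 5 were called, all lower in KLS cells relative to GMPs. On simulated counts this test recovered 85% of 40 changes of 4-fold, so differences of this size or smaller may be missed.

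By their column names, which the depths below argue against, the ERV1 and IAP sums of the untimed repeat tables changed in the opposite direction. In KLS cells, 119 of 1007 subfamilies were called between columns named Daxx-KO and WT (79 higher and 40 lower), and in GMPs, 142 of 992 (3 higher and 139 lower). Under TMM these became 4 higher and 35 lower in KLS cells and 2 higher and 11 lower in GMPs. The ERV1 sum was 45391 ± 2345 normalized counts in KLS columns named Daxx-KO against 178738 ± 15275 in those named WT (−1.98, SE 0.15, adjusted p 1.2e-21, n = 2 each), and 43015 ± 3163 against 142116 ± 20649 in GMPs (−1.72, SE 0.14, adjusted p 1.3e-04). The IAP sum was 19210 ± 413 against 36961 ± 4770 in KLS cells (−0.94, SE 0.17, adjusted p 2.7e-06) and 15231 ± 263 against 32964 ± 4724 in GMPs (−1.11, SE 0.12, adjusted p 5.1e-04). Without Daxx-KO library 1 or 2 the IAP sum in KLS cells was not called (adjusted p 0.19 and 0.12). The largest falls were in RLTR6C_Mm, 29.5 against 5045 (−7.42, SE 0.20) in KLS cells and 34.9 against 4134 (−6.82, SE 0.20) in GMPs, and in MMVL30-int, 1585 against 53443 (−5.09) and 1976 against 69589 (−5.13). The largest rise in KLS cells, SYNREP_MM, was 434 ± 461 against 44.0 ± 48.2 and was not called under TMM (3.04, adjusted p 0.27).

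The names of the untimed repeat columns do not match the gene columns of the same names in depth. In KLS cells the size factors of the repeat columns named Daxx-KO were 0.557 and 0.564, whereas the gene columns named Daxx-KO had 0.914 and 3.30 and those named WT 0.581 and 0.581. The repeat columns named WT had 0.935 and 3.51. In GMPs the repeat columns named Daxx-KO had 0.772 and 1.11, as did the gene columns named WT at 0.769 and 1.11, and the repeat columns named WT had 0.476 and 2.51, against 0.493 and 2.45 in the gene columns named Daxx-KO. Repeat reads per gene read ranged over 34.5-fold in KLS cells (0.0634–2.19) and over 8.11-fold in GMPs (0.136–1.10) with the names as given, and over 1.05-fold (0.364–0.380) and 1.35-fold (0.332–0.449) with the genotype names of the repeat columns exchanged. In the tables of the Daxx line at 3 w.p.i. the ratio was 0.114–0.286. Every direction given for repeats in untimed cells therefore holds only for the columns as named.

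**Figure D4:**
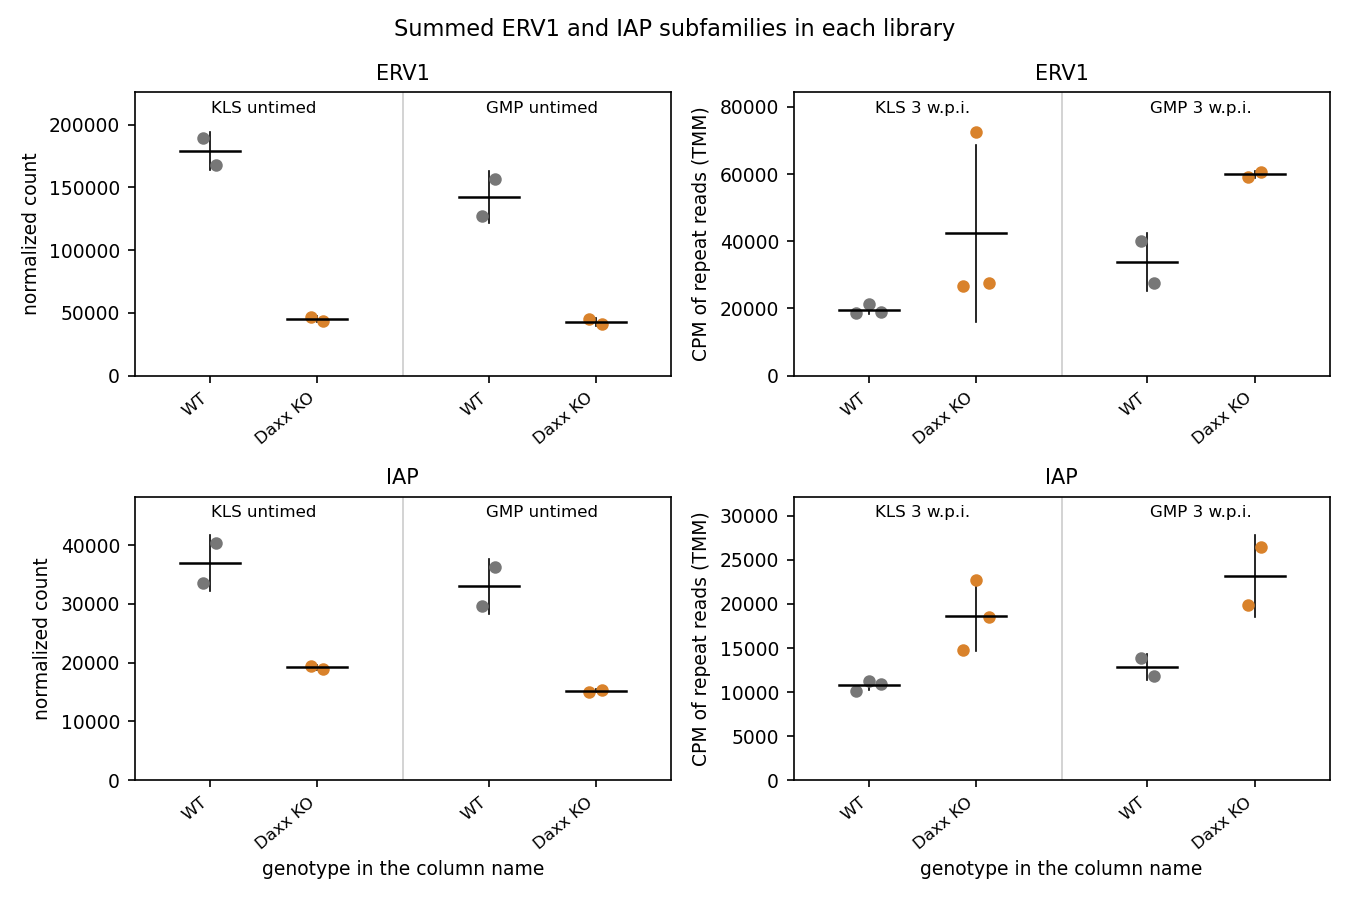
Summed ERV1 (top) and IAP (bottom) subfamilies in each library by the genotype in the column name, in normalized counts for untimed cells (left) and in CPM of repeat reads after TMM for cells at 3 w.p.i. (right); points are libraries, horizontal lines means and vertical lines ± 1 SD. Columns named Daxx KO lie below WT in the untimed tables and above WT at 3 w.p.i., and the 2 sides are not on a common scale. The depths of the untimed columns argue against their names as given.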

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

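Every test of an explanation given in this part was chosen after the result it bears on had been seen. Effects of the same contrast were compared between untimed and 3 w.p.i. cells and between KLS cells and GMPs, over 85 pairs of results that included the results of the design and those genes of the fixed list that were called at least once. That limit was set after candidates had been seen. In 12 pairs every library of one comparison moved one way and every library of the other the opposite way. For pairs chosen without regard to their values, chance alone gives this in 5.56% where both comparisons have 2 libraries per group. The rate is 1.67% where a comparison with 2 is paired with a comparison with 3. In the comparisons of Daxx-KO with WT, every called gene had groups that did not overlap. A gene pair that entered through such a call had thus already met part of the rule. The stated rates are too low for those pairs, and no rate was computed for them. None of the differences was tested, although a test from the 2 effects and their standard errors would have been possible.

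In KLS cells 4 genes and 1 list moved oppositely between the untimed set and 3 w.p.i. The untimed effect minus the effect at 3 w.p.i. was −2.71 for Flt3 (−1.69 and 1.02), −9.84 for Ebf1 (−5.92 and 3.93), −8.98 for Pax5 (−5.26 and 3.72), −3.19 for Gfi1b (−2.79 and 0.41) and −4.11 for the median of the lymphoid list (−2.78 and 1.33). In GMPs Flt3 differed by −4.14 (−2.74 and 1.39). Within untimed cells, Ifih1 fell in KLS cells and rose in GMPs (−0.80 and 0.91, a difference of −1.71), and Mpo rose in KLS cells and fell in GMPs (4.15 and −0.36, a difference of 4.51). All 7 opposite pairs of genes stayed opposite under TMM on the values, TMM on the recovered reads and DESeq2 size factors. These scalings shift all genes of a library alike. TMM moved the median change of all genes only from 0.032 to 0.011 in untimed KLS cells. The directions thus do not depend on the choice among these scalings. Shifts this small could not have turned most of the effects, so they do not test normalization as the cause. The tables argue against exchanged genotype labels. In every table of the Daxx line, Daxx in the lowest WT library exceeded the highest library labelled Daxx-KO or DKO by at least 3.20-fold. A single label exchanged between animals of the same genotype would not be seen in this way.

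For the lymphoid list, depth was tested by thinning all untimed KLS libraries to 3857858 reads, which left 2886 genes called and a median of −2.62. The thinning argues against depth as the cause of the fall. Rescaling by TMM left a median of −2.79, but it shifts all genes of a library alike and moved their median little. It therefore shows only that the fall does not depend on the choice of this scaling. RNA of plasma cells in the WT libraries of the untimed set was weighed with a list of 14 plasma-cell genes, 1 of which is also in the lymphoid list. Over the 11 genes tested the median was −6.10, with 10 lower and 1 higher. Many of these genes had been looked at before the list was written, so the test was narrowed, after these values were seen, to the 7 genes with no record of that, 5 of them tested, which had a median of −1.08 with 4 lower. At 3 w.p.i. the whole list had a median of 1.33 and the narrower list 0.87, and Jchain differed between WT libraries of KLS cells there (452, 109 and, in the unnumbered library, 7513). In the untimed set the abundant Jchain was 6.56 and 18.5 in Daxx-KO and 3336 and 1290.1 in WT, while Xbp1 was 614 and 742 against 432 and 353. Antibody-secreting cells in the WT libraries may therefore account for part of the immunoglobulin genes, and cannot be told apart from a change within KLS cells, because the genes left for an independent test are few and some move oppositely. The cell states that the label leaves open, such as the time since induction or transplantation, are an untested biological explanation for the opposite directions.

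For Mpo, RNA of GMPs within the Daxx-KO KLS libraries was weighed. The Mpo value would need a GMP share of 26.0%. Over the 36 genes with a mean of at least 5000 in untimed Daxx-KO GMPs and at least 5-fold their WT KLS value, the implied share had a median of 12.1% and ranged from −13.4% to 241%, and 19 of the 36 implied less than 0.5 times the share from Mpo. Elane implied 5.29% and S100a8 −1.42%, whereas F13a1 implied 241%, Sgcz 194% and Gria3 138%. This argues against admixture of GMPs at that share as the whole cause of the rise in Mpo, though thinly, since 19 of 36 is little more than an even division. A rise of Mpo within Daxx-KO KLS cells, or a shift in the make-up of this mixed population, remains open and was not tested. For Ifih1 no explanation beyond the choice of scaling and exchanged labels was tested.

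Family sums of repeats moved oppositely as well. The untimed effect minus the effect at 3 w.p.i. was −3.08 for ERV1 (−1.98 and 1.10) and −1.73 for IAP (−0.94 and 0.79) in KLS cells, and −2.54 for ERV1 (−1.72 and 0.83) and −1.96 for IAP (−1.11 and 0.85) in GMPs. ERV1 stayed lower under TMM, at −2.24 in KLS cells and −1.44 in GMPs, so its direction does not depend on the choice of this scaling. The shifts from −1.98 and −1.72 were too small to turn the effects. TMM therefore does not test scaling as the cause. An exchange of the genotype names of the repeat columns was tested through repeat reads per gene read, which ranged over 34.5-fold in KLS cells and 8.11-fold in GMPs with the names as given, and over 1.05-fold and 1.35-fold with the names exchanged. The size factors had been looked at before this test was set up. The genotype names in the untimed repeat tables may thus be exchanged relative to the gene tables, whose names go with the level of Daxx. If so, ERV1 and IAP would be higher without Daxx in untimed cells too, and each direction given for these tables in the report would turn around. The ranges of 34.5-fold and 8.11-fold argue against the names as given for these repeat columns, though no label states an exchange. A biological difference between untimed and 3 w.p.i. cells was not tested separately.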

How the results depend on the processing

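The alternatives were fixed before the data were examined, except for the crossed pairing, those of the difference between KLS cells and GMPs in the Pu.1-KO effect on repeats and, for the share of genes keeping direction in DKO, edgeR, DESeq2 and the left-out libraries. These were chosen after the data were seen, as were the tests on other splits and on thinned reads. Of counts of called genes 68 stayed within 1.5 times the main count and 58 moved further. For repeat subfamilies these numbers were 54 and 45. Of the values of gene lists 87 kept direction and side of the threshold, 7 became weaker, 2 stronger and 4 changed sign. Of family sums 71 were kept, 2 became weaker and 5 stronger. Single genes and subfamilies kept their call and direction in 1098 cases, lost the call in 179 and changed sign in 1. Where no cause is named, the cause was not tested.

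Without a filter on low values untimed KLS cells gave 1751 called genes against 3118. DESeq2 gave 342 genes in KLS cells and 80 in GMPs for Daxx-KO against WT at 3 w.p.i., where limma gave 39 and 13. It gave 263 in GMPs for DKO against WT (40 by limma). On simulated counts of 15200, 13714 and 13714 genes DESeq2 also made more false calls than limma in these comparisons, 49 against 14, 46 against 14 and 36 against 5. A fit of only the libraries compared gave 5 for DKO against WT in GMPs. For DKO against Daxx-KO in GMPs, where limma called 8, a pseudocount of 5 gave 17, no filter 13, TMM 18, edgeR 20, DESeq2 280 and the libraries compared alone 0. In KLS cells of the Pu.1 line TMM gave 1599, edgeR 1920 and DESeq2 1357 against 190. In GMPs of that line the median change of all genes was 0.11 under edgeR and 0.00 with the deposited values.

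The replicate numbers of the labels did not pair the samples. Deviations from the group means of same-numbered libraries correlated at −0.0095 in untimed KLS cells, −0.11 in untimed GMPs, 0.069 and 0.055 between Daxx-KO and WT, −0.11 and −0.21 between DKO and Daxx-KO and −0.077 between DKO and WT at 3 w.p.i. in KLS cells, and 0.022 and −0.19 in the untimed repeat tables of KLS cells and GMPs. With the replicate number as a block, KLS cells at 3 w.p.i. gave 81 genes for Daxx-KO against WT and 1278 for DKO against Daxx-KO (2340 without it), and 29 and 45 subfamilies for Daxx-KO and DKO against WT. In the same block fit the myeloid median became 0.51 (adjusted p 5.1e-04, from −0.38) and the interferon median −0.20 (adjusted p 0.012, from 0.01). This fit also leaves out the unnumbered WT library, so the block alone is not its only difference. In untimed GMPs the replicate number as a block gave 3722 genes and 99 subfamilies, against 4209 and 142. The correlation was under −0.1 there with 2 libraries in each group, so the crossed pairing was fitted as well and gave 4921 and 219. It was not fitted for DKO against Daxx-KO, where the groups have 2 and 3 libraries. No replicate block was fitted for GMPs at 3 w.p.i. or for the Pu.1 line. For GMPs at 3 w.p.i. the animal numbers could have given one through the KLS labels, except for the column whose number no label gives. For the Pu.1 line no label gives the numbers in the column names. This concerns comparisons of genotypes. For the difference between KLS cells and GMPs in the Pu.1-KO effect, the animal of the column names as a block gave 0 called subfamilies, as without it.

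For repeats, TMM gave 39 subfamilies in untimed KLS cells and 13 in untimed GMPs, against 119 and 142. With the library size from the gene reads, KLS cells gave 9 for Daxx-KO at 3 w.p.i. (5 with TMM), 214 for DKO (5) and 282 in the Pu.1 line (2). The DESeq2 Wald test gave 14, 32 and 49 in these, 4 and 5 in GMPs for Daxx-KO and DKO (0 by edgeR), and 1 in GMPs of the Pu.1 line. Without a filter DKO GMPs gave 2. A fit of only the libraries compared gave 4 in Daxx-KO GMPs, and 0 in KLS cells and 111 in GMPs of the Pu.1 line. The ERV1 sum in KLS cells at 3 w.p.i. was called with the library size from the gene reads (0.79, adjusted p 0.0078) and the IAP sum by DESeq2 (0.79, adjusted p 2.8e-04), where edgeR gave 1.10 and 0.79 without a call. For KLS cells of the Pu.1 line ORR1D-int changed from −1.13 to 0.20 with the library size from the gene reads. The myeloid list at 3 w.p.i. was not called in a fit of only the libraries compared (−0.38, adjusted p 0.076).

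Each library was left out in turn, and a library left alone in its group was assumed to vary like the other groups. Called genes then ranged from 346 (without Daxx-KO 2) to 2839 in untimed KLS cells and from 2044 (without WT 2) to 4391 in untimed GMPs. At 3 w.p.i. they ranged in KLS cells from 4 (without Daxx-KO 1) to 134 (without the unnumbered WT library) for Daxx-KO against WT, from 568 (without DKO 1) to 3142 for DKO against WT and from 667 (without DKO 1) to 2455 for DKO against Daxx-KO. In GMPs these ranges were 4 (without WT c) to 15, 0 (without DKO a) to 87 (without DKO b) and 0 (without Daxx-KO c) to 71 (without DKO b). For the Pu.1 line they were 14 (without WT a) to 7962 (without Pu.1-KO a) in KLS cells and 151 (without WT b) to 8155 (without Pu.1-KO b) in GMPs. Subfamilies ranged from 22 (without WT 2) to 192 (without WT 1) in untimed KLS cells and from 48 (without Daxx-KO 2) to 333 (without WT 2) in untimed GMPs. They ranged from 4 to 9 (without Daxx-KO 1) for Daxx-KO and 0 (without WT 1) to 12 (without the unnumbered WT library) for DKO in KLS cells, 0 to 4 and 0 to 9 (both highest without DKO a) in GMPs, and 0 to 203 (without Pu.1-KO a) in KLS cells of the Pu.1 line. For the difference between KLS cells and GMPs in the Pu.1-KO effect they ranged from 0 to 5 (without Pu.1-KO a of the KLS cells). The ERV1 sum in KLS cells at 3 w.p.i. ranged from 0.47 (without Daxx-KO 2, adjusted p 0.017) to 1.35 and the IAP sum from 0.63 to 0.94, and the IAP sum in untimed KLS cells from −1.07 to −0.81. The interferon median ranged from −0.25 (without the unnumbered WT library, adjusted p 0.0037) to 0.16 in KLS cells and from −0.23 to −0.027 in GMPs at 3 w.p.i., and from 0.090 to 0.26 in untimed KLS cells, where it was called without Daxx-KO 2 (adjusted p 0.046). The myeloid median at 3 w.p.i. ranged from −0.78 to 0.29 (without the unnumbered WT library, adjusted p 0.021). The share of genes keeping direction in DKO ranged from 64.7% to 100% in KLS cells and 87.5% to 100% in GMPs. The share of the change kept ranged from 14.7% to 98.0% in KLS cells and from 53.9% to 69.6% in GMPs.

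The 6 libraries of Daxx-KO and WT at 3 w.p.i. make 10 splits, so that no share can go under 0.1 and none of these counts decides. As many genes were called in 1 of the 10 in KLS cells, where the largest other split called 5, and in 2 of the 10 in GMPs, where another split called 149. For KLS cells a result as large came from 1 split for called subfamilies, 1 for the ERV1 sum, 1 for the IAP sum, 1 for the lymphoid list, 10 for the myeloid list and 10 for the interferon list. For the interferon list in GMPs it came from 2 splits. Thinning all untimed KLS libraries to 3857858 reads left 2886 called genes against 3118, which bears on uneven depth only. Whether more reads would give more calls was not tested. In KLS cells of the Pu.1 line limma recovered 8.5% of simulated 4-fold changes among 23459 genes, so a low count there says little.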

Other observations

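All tests in this part were chosen only after the results they bear on had been seen.

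Across the 4 comparisons of Daxx-KO with WT, 5 genes were called in the same direction in each, of 11749 tested in all 4. Gm35572 and Strc were higher, and Daxx, Zfp951 and Gm26573 were lower (Gm26573 was named after its values were seen). In 10000 random draws of lists of the same sizes at most 1 gene was shared, and on average 0.0002, so chance overlap of independent lists is argued against. A further 10 genes were called the same way in 3 of the 4, Cdk5rap1, Ctr9, Fbp1, Laptm4b and Nrg4 higher and 1700030N03Rik, Clec2d, Gm13212, Gm21989 and Itga2b lower, all but Fbp1, Gm21989 and 1700030N03Rik named after their values were seen. The 15 genes lie on 13 chromosomes. Besides Daxx, 0 of them lie within 10 Mb of Daxx, which argues against a strain variant carried along with the Daxx allele. A strain variant elsewhere in the genome, shared by the Daxx-KO animals, was not tested and could not be excluded from expression, and neither could a response to loss of Daxx that both cell types share.

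Spi1 totals did not fall as Daxx did in libraries labelled DKO, which raised the question of a wrong label. Mybpc3, which lies 2387 bp downstream of Spi1 on the same strand, separates the labels in each table. It was 4880 ± 2189 in KLS libraries labelled DKO against 34.6 in WT and 32.1 in Daxx-KO, 2787 ± 2533 against 24.5 in GMPs, and 3593 ± 1840 against 99.8 and 2631 ± 444 against 56.9 in Pu.1-KO KLS cells and GMPs. The lowest library labelled DKO or Pu.1-KO exceeded every other library of its table by at least 18.1-fold, which argues against mislabelled libraries. A change of the whole region is argued against by the 9 other genes tested within 100 kb of Spi1, whose median log2 fold change was −0.16 in DKO KLS cells, −0.26 in DKO GMPs, −0.20 in Pu.1-KO KLS cells and −0.24 in Pu.1-KO GMPs, while Mybpc3 changed by 7.20, 6.40, 5.06 and 5.55. Of the 9 genes 1 was called, in DKO KLS cells, and single genes there ranged from −1.43 to 1.62. A candidate explanation is that deletion at Spi1 leaves a transcript that is still counted as Spi1 and reads on into Mybpc3, but the gene totals hold no exon or junction counts to test this, and the values of Mybpc3 were known before the test.

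In KLS cells of the Pu.1 line, library b of Pu.1-KO stood apart from the other 3. It held 0.746 repeat reads per gene read, against 0.258 to 0.368 in the others. The mean value of 1405 olfactory receptor genes was 27.7 in it, 10.4 in Pu.1-KO library a, and 4.27 and 8.06 in WT, so that it exceeded the next library by 2.67-fold. This is consistent with more reads from unspliced RNA or genomic DNA in that library, and the values had been seen before the test. No biological explanation for a single library was tested.

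Y-linked genes differed between the Pu.1-KO animals. Ddx3y was 1191 and 556 in KLS cells and GMPs of animal a and 31.4 and 11.1 in animal b. Of 9 Y-linked genes tested in both cell types, 4 were highest in animal a in both. In GMPs 7 of the 9 were highest in animal a. In KLS cells 4 were highest in animal a and 4 in library b, the library that stood apart above, whose extra reads could raise them there. The 4 that agree are Ddx3y, Eif2s3y, Uty and Kdm5d, and in GMPs the last 3 were 370, 701 and 269 in animal a against 5.99, 30.0 and 18.8 in animal b. Animals of different sex within the group may explain these 4. It cannot be told apart here from male cells mixed into the samples of animal a, which would raise the same genes, and Xist, which would mark female cells, is at 0 in every library of both tables and so decides nothing. A narrower list was not used, since it would have been chosen from these values. Of called genes with a position, 4 of 188 in KLS cells and 7 of 3399 in GMPs lie on the Y chromosome.

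Some genes of untimed Daxx-KO cells resembled the libraries labelled DKO, such as Pcdh11x, which was 1994 and 2823 in untimed Daxx-KO KLS cells against 53.3 and 8.61 in WT, and 8739 and 7602 in DKO at 3 w.p.i. (singled out after its values were seen; the tables were normalized separately). Across genes the resemblance was weak. Of 3055 genes called in untimed KLS cells and tested at 3 w.p.i., 57.8% had the same direction in DKO against WT and 60% in Daxx-KO against WT, with correlations across genes of 0.078 and 0.013. Of the 1007 genes also called in DKO KLS cells 61.6% had the same direction, and of the 29 also called in Daxx-KO KLS cells 58.6%. In GMPs the shares were 56.9% and 40.8% of 4114, which favour DKO. The correlations in GMPs were 0.072 and 0.10, which do not. Of the 20 and 8 genes also called in DKO and Daxx-KO GMPs, 55% and 87.5% had the same direction. Genes are not independent replicates, and no test was attached to these shares.

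Mecom was 24.7 ± 20.8 (SD, n = 2) in untimed Daxx-KO KLS libraries and 11791 and 11284 in WT, while at 3 w.p.i. it was 8211 to 20644 in Daxx-KO and 17156 to 28878 in WT, and 6586 and 7965 in DKO. It was singled out after its values were seen, and no explanation was tested.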
